A study of Gallus gallus with 6 samples. Its data were reported in "LHX2 Mediates the FGF-to-SHH Regulatory Loop during Limb Development" (2018).

How the data were processed

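RNA was taken from chick forelimb bud tissue around beads soaked in FGF2 or PBS, 24 h after the beads were placed, and labelled and measured on Chicken Genome GeneChips of Affymetrix, single-color arrays of short oligonucleotide probe sets. There were 6 arrays, 3 per group, assigned to groups by the titles in the labels. By the study's methods each array held RNA pooled from several embryos, and the experiment was repeated on separate days, so p-values measure the spread between pools. The values used are the authors' deposited table, on a log2 scale, which the highest value of 15.95 points to because the log base is not given in the sources used here. The submitters' processing notes and the methods name Robust Multi-array Averaging (RMA), which corrects background, equalizes quantiles and summarizes the probes of a set. The lowest value was 0.128, lower than plain RMA usually gives, and whether the background was adjusted for GC content is not given in the sources used here. Scanner files were not analysed here. No further transformation or normalization was applied, and 46.2% to 46.5% of the tested values of an array lay under 4.

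The table held 38535 probe sets. The 96 control probe sets were left out and 38439 were tested. The platform annotation gave 27168 of these 1 gene symbol, 177 several and 11094 none, and no gene was named from a probe set with several. Gene identifiers of 26853 were found in the reference gene table, which updated 0 symbols. A gene is an Entrez Gene identifier, and each of the 13051 genes was represented by its probe set with the highest mean over all arrays; 7336 genes had more than 1. No genome coordinates are given because the probe sets were not placed on a genome. Background was described from 746 probe sets whose names do not follow the chicken transcript naming, most of them viral sequences.

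FGF2 was compared with PBS with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over all tested probe sets and a threshold of 0.05. The log2 fold change is FGF2 minus PBS, and the SE given with it is the moderated one of limma. With 3 arrays against 3 a rank or permutation test cannot give a p under 0.1. Gene lists were tested with camera (preset correlation 0.01) over the 13051 genes, with adjustment over 26 lists, and again with an estimated correlation and with fry. The lists were FGF feedback and immediate response, FGF ligands and receptors, SHH and its induced targets, Hedgehog receivers and repressors, upstream regulators of limb SHH, distal and proximal limb mesenchyme, the HOXA and HOXD clusters, retinoic acid, Wnt and BMP pathways, chondrogenesis, connective tissue and tendon matrix, skeletal muscle lineage, endothelium, erythroid cells, macrophage and inflammation, limb ectoderm and apical ridge, nerve with Schwann and neural crest cells, cell cycle, stress and cell death, ribosome biogenesis, aminoacyl-tRNA synthetases, W-linked genes and the genes the study names at 24 h. List names that matched only a synonym of another gene, 23 in all, were left out. MMP11 had no probe set with a single symbol and has no value here.

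The groups, the tests, the lists, the rule for named genes and the alternatives were fixed before the data were examined, except those named below. The rule takes every measured gene that the study names at 24 h, the 10 largest rises and the 10 largest falls past an adjusted p of 0.05 whose groups do not overlap (only DKK4 met this), and up to 4 members of each other list past the threshold, or the 2 with the largest absolute change where none passed. Genes outside the rule are said to be named after their values were seen.

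The alternatives were a replicate block, each array left out in turn, quantile normalization again, median centring, the brighter probe sets only (19219, with a mean above the median of all), a variance trend with robust fitting, array weights, no probe sets of the classes that can match several transcripts (8712 left out), the mean of a gene's probe sets, other thresholds (unadjusted p under 0.05, adjusted p under 0.01, at least 1.5-fold), an estimated correlation and fry. Cyclic loess, the fit without PBS replicate 2 and FGF2 replicate 3, and the distal list without the genes the study names were chosen after seeing the data.

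The procedure was tested on simulated data with 200 of 38439 probe sets changed. All 200 had a mean above the median and the noise was independent between probe sets, so recovery of dim ones such as SHH was not tested. The procedure recovered 71 of 100 at 2-fold and 93 of 100 at 4-fold with 0 of the wrong sign and 13 false calls. With the variance trend it recovered 79 and 96 with 4 false calls, and on 19219 probe sets without the dim ones 80 and 98 with 9 false calls. Many planted changes ease the Benjamini-Hochberg threshold, so these shares do not carry over to the real arrays, where 4 probe sets passed. In the real limma fit DKK4 passed, but MSX1 (4.35-fold) and LHX2 (5.64-fold) had adjusted p of 0.0681 and 0.105. Of 3 lists shifted in simulated data over 13051 genes camera and fry each called 3, and 0 of 7 others. The simulated genes varied independently of one another, so this could not test whether the preset correlation suits real lists. Annotation and figures used Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.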

Results

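Transcript levels were measured in tissue around beads placed in the mesoderm of the chick forelimb bud, the embryonic outgrowth that forms the wing. A bead soaked in fibroblast growth factor 2 (FGF2), or in phosphate-buffered saline (PBS) as the control, was placed about 500 µm from the tip of the bud at Hamburger-Hamilton stage 23, and the tissue around it was collected 24 h later, at stage 25. There were 3 arrays per group, each of RNA pooled from several embryos. Median log2 values of the arrays were 4.754 to 4.813, after a normalization that equalizes quantiles. Pearson correlations across probe sets were 0.9976 to 0.9988 within a group and 0.9962 to 0.9981 between groups. Such correlations are high largely because levels differ widely between probe sets, so they say little about how well the arrays match. Probe sets are not independent replicates, and the number of arrays limits the precision of each value. The comparison of FGF2 with PBS asks which genes respond in tissue where prolonged FGF exposure is used to bring on Sonic hedgehog (SHH), the signal that patterns the limb from posterior to anterior.

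SHH (Entrez Gene 395615) itself was 2.12-fold higher around FGF2 beads, with a mean of 2.73 ± 0.198 log2 units in PBS tissue and 3.81 ± 0.677 in FGF2 tissue (SD, n = 3). All values of the FGF2 group lay above all values of the PBS group, but the adjusted p was 0.498. Both means were low on the scale of the array. Probe sets named after other records, most of them viral sequences, had a median of 2.38 and a 95th percentile of 3.57, and the FGF2 arrays gave SHH values of 3.54, 4.58 and 3.31.

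DKK4, a secreted antagonist of Wnt signaling, rose 28.5-fold, from 6.37 ± 0.170 in PBS tissue to 11.20 ± 0.212 in FGF2 tissue (SD, n = 3; log2 fold change 4.83 ± 0.137 SE; adjusted p = 0.00603). It was the only gene whose representative probe set passed an adjusted p of 0.05. Another 3 probe sets passed, each a further probe set of a gene beside its representative and all 3 named here after their values were seen. One for GALNT9, a glycosyltransferase, rose by 2.55 (adjusted p = 0.0108), one for the netrin receptor UNC5B rose by 0.54 (adjusted p = 0.0473), and one for MADD, a regulator of Rab GTPases, fell by 0.64 on the log2 scale (adjusted p = 0.0415). The representative probe sets of these genes gave 2.20 (adjusted p = 0.0532), 0.33 (adjusted p = 0.450) and -0.53 (adjusted p = 0.304).

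Of 38439 probe sets, 4 thus changed at an adjusted p under 0.05, 3 of them higher and 1 lower. At an unadjusted p under 0.05 there were 3433, where 1922 would be expected by chance. Of these 2152 were higher and 1281 lower, a share of 62.7% higher, which became 48.9% (1483 higher and 1553 lower) when the values were quantile normalized again. The FGF2 and PBS values did not overlap in 12.4% of probe sets, against 10% expected by chance. The count at an adjusted p under 0.05 was 0 without PBS replicate 1, 2 or 3, and DKK4 then had adjusted p of 0.101, 0.068 and 0.0777 at log2 fold changes of 4.83, 4.92 and 4.75. It was 40 (37 higher, 3 lower) without the dim probe sets, 39 (36 higher, 3 lower) with a variance trend on intensity and robust fitting, 7 after quantile normalization again, 1 with a replicate block and 2256 with array weights, whose estimation stopped before it converged. Of the genes described in the rest of this section, LHX2, MSX1, DLX5, BMP7, BAMBI and STMN2 passed both without the dim probe sets and with the variance trend. Further genes that passed both are described under the other observations.

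**Figure D1:**
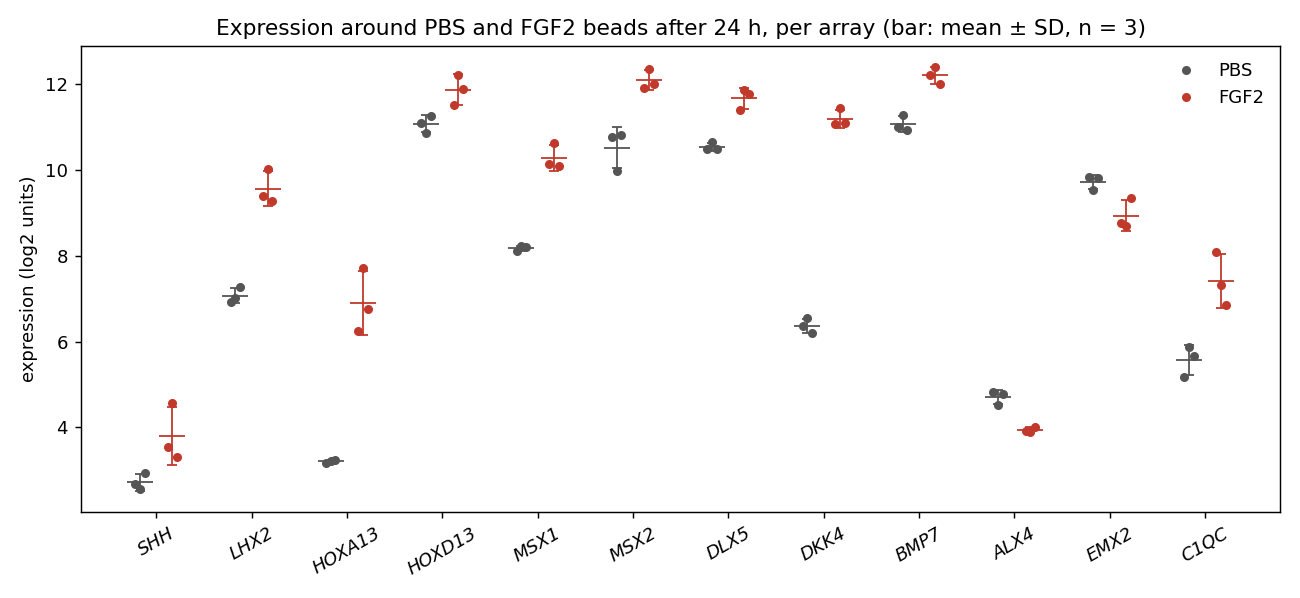
Expression of 12 genes in log2 units (vertical axis) in each array of tissue around PBS beads (grey) and FGF2 beads (red); points are arrays and bars the mean ± SD of 3 arrays. DKK4 lay near 6.37 in PBS and 11.20 in FGF2 arrays, while the SHH values of both groups lay at the low end of the scale.

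Genes of the distal limb mesenchyme, the zone under the apical ectodermal ridge that forms the hand plate, stood higher as a group around FGF2 beads. HOXA13, a homeobox gene of the future digits, was 13.0-fold higher (3.21 ± 0.039 against 6.91 ± 0.746, SD, n = 3; adjusted p = 0.145), from a PBS level near background at which the size of the fold is uncertain. LHX2, a LIM homeodomain factor of the distal mesenchyme, was 5.64-fold higher (log2 fold change 2.50 ± 0.220 SE; adjusted p = 0.105, and 0.013 to 0.450 under the alternatives, with 3 of 16 past the threshold). The homeobox genes MSX1, MSX2, DLX5 and DLX6 were 4.35-, 2.98-, 2.19- and 3.64-fold higher, with adjusted p of 0.0681, 0.286, 0.165 and 0.304. MSX1 came past the threshold in 5 of 15 alternatives (adjusted p = 0.00188 to 0.405), among them the fit without FGF2 replicate 2 (log2 fold change 1.95, adjusted p = 0.0209), and DLX5 in 3 of 16 (adjusted p = 0.0103 to 0.480). Of the 25 measured members 19 were higher and 6 lower, with a median log2 fold change of 0.66, and no member passed over all probe sets. The list rose against all other genes (camera, adjusted p = 5.67e-08; adjusted p = 0.314 with an estimated correlation). Adjusted over the list alone, 15 members rose and 2 fell.

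Other distal members gave log2 fold changes of 1.36 for TFAP2C, an AP-2 transcription factor, 0.89 for SALL4, a zinc finger factor of undifferentiated cells, 0.79 for HOXD13 and 0.66 for WNT5A, a Wnt ligand of the growing tip. LMO1, a LIM-only protein named after its values were seen, gave 1.99. The other probe set of DLX6 gave 0.16 where the first gave 1.86, and that of DLX5 gave -0.10 where the first gave 1.13. LHX9, a close relative of LHX2, gave -1.12 ± 0.864 (SE; adjusted p = 0.644) and -0.19 without PBS replicate 2, which stood apart from the other PBS arrays for this gene at 8.58, against 5.99 and 5.57. The study named 11 of these genes from the same arrays, which is not independent evidence. Without them the remaining 14 genes had a median of 0.12, with 9 higher and 5 lower, and the call was lost (adjusted p = 0.108; adjusted p = 0.483 with an estimated correlation). Most of the genes left out had been named for a change on these arrays. Their removal lowers the median by selection, so the lost call does not decide whether distal genes rose as a group.

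The genes of the HOXA cluster, which pattern the limb along its length, also rose as a list. Here 9 of 10 measured genes were higher and 1 lower, with a median log2 fold change of 0.33 (camera, adjusted p = 4.12e-06; adjusted p = 0.314 with an estimated correlation). HOXA11 gave 0.54 and HOXA10 gave 0.45, against 3.69 for HOXA13, and adjusted over the list alone 6 genes rose. Among these are HOXA10, HOXA11 and HOXA13, which the study named from the same arrays, so for them this is not independent evidence. The HOXA10 value became 0.0031 without probe sets that can match several transcripts. The 6 measured genes of the HOXD cluster were not called (median 0.05, adjusted p = 0.586), and the direction of that test turned without PBS replicate 2 (median -0.020) and without FGF2 replicate 3 (median 0.020). HOXD13 gave 0.79 and HOXD8 -0.25, with no HOXD gene past the threshold adjusted over the list alone.

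The proximal limb mesenchyme list was not called by camera. EMX2 and MEIS2, homeobox genes of the proximal mesenchyme, were 1.74- and 1.47-fold lower, with adjusted p of 0.391 and 0.559. TCF21, a basic helix-loop-helix factor, was higher by 1.96, but from a PBS level of 2.37 near background. The 14 measured members had a median of -0.30 and a mean of -0.02, with 5 higher and 9 lower (camera, adjusted p = 0.314), and adjusted over the list alone 4 rose and 3 fell. Their median ran from -0.31 to -0.18 with each array left out in turn. Camera called the list in 1 of 18 alternatives, without the dim probe sets (adjusted p = 0.0154), and fry called it for changes in either direction (adjusted p = 0.00505). Of the 4 that rose, 3 belong to the HOXA cluster too, namely HOXA10, HOXA11 and HOXA9, the last named after its values were seen. The study counted HOXA10 and HOXA11 among genes associated with SHH, and EMX2 and MEIS2 as proximally restricted. The list is thus a mixed one, and its mean and missing call do not describe proximally restricted genes alone. The retinoic acid pathway, a proximal signal, had a median of -0.11 over 15 genes (5 higher, 10 lower; adjusted p = 0.117; none adjusted over the list alone) and was likewise called in 1 of 18 alternatives, without the dim probe sets (adjusted p = 0.0134). With each array left out in turn the pathway had medians of -0.14 to -0.03. Its largest values were -0.96 for the retinoid receptor RXRG and -0.61 for the retinoic acid binding protein CRABP1.

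The regulators that act upstream of limb SHH included LHX2 and TFAP2C, which were higher, and ALX4, which was lower. ALX4, an anterior homeobox repressor of SHH, was 1.70-fold lower (4.71 ± 0.166 against 3.94 ± 0.070, SD, n = 3; adjusted p = 0.171). GJA1, a connexin of gap junctions, gave a log2 fold change of 0.35. As a list, 13 of 19 genes were higher and 6 lower, with a median of 0.07 (camera, adjusted p = 0.061), and adjusted over the list alone 4 rose and 1 fell. Those that passed are all genes that the study named from the same arrays, which is not independent evidence. Camera called this list in 5 of 18 alternatives, with adjusted p down to 0.0233, among them the fit without PBS replicate 3 (Upstream regulators of limb SHH, median 0.13, adjusted p = 0.0288). The median of this list ran from 5e-04 to 0.13 with each array left out in turn. SHH and its induced targets had a median of -0.02 and a mean of 0.16 over 9 genes, and the direction of the test was up (4 higher, 5 lower; adjusted p = 0.279). HHIP, a Hedgehog-binding antagonist that the pathway induces, gave 0.74 and was 1 of 2 genes that rose adjusted over the list alone. The Hedgehog receptor PTCH1 was 1.11-fold higher (log2 fold change 0.15 ± 0.283 SE; adjusted p = 0.737), and its second probe set gave 0.55. The PTCH1 value turned to -0.05 without PBS replicate 2 and to -0.02 without FGF2 replicate 3. Receivers and repressors of the Hedgehog signal had a median of -0.09 over 10 genes (3 higher, 7 lower; adjusted p = 0.108; none adjusted over the list alone). They too were called in 5 of 18 alternatives, with adjusted p down to 0.0125, among them the fit without FGF2 replicate 3 (Hedgehog receivers and repressors, median -0.11, adjusted p = 0.0396). DISP1, which releases Hedgehog ligands, gave -0.35, the repressor GLI3 -0.27 and the ciliary gene TTC8 -0.18.

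Feedback inhibitors and immediate targets of FGF signaling were not called by camera as a list after 24 h, whereas fry called them for changes in either direction (adjusted p = 0.00126). DUSP5, a MAP kinase phosphatase, and SPRY1, a Sprouty inhibitor, gave log2 fold changes of 0.83 ± 0.267 and 0.72 ± 0.206 (SE), and the early response factor EGR1 gave 0.67 ± 0.330 and ETS2 0.27 ± 0.106. The ETS factor ETV5 gave -0.19 ± 0.034, whereas its other bright probe sets gave 0.18 and 0.07 and its dim ones -0.02 and -0.01. The 18 genes had a median of 0.04, with 11 higher and 7 lower (adjusted p = 0.183), and ETV5 was the 1 gene that fell adjusted over the list alone. FGF ligands and receptors had a median of -0.02 over 18 genes (7 higher, 11 lower; adjusted p = 0.575), with -0.91 for FGF18 and 0.74 for FGF12, and 1 rose and 2 fell adjusted over the list alone.

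Genes of the BMP pathway, which shapes digits and cell death in the limb, rose as a list. MSX1 and MSX2 belong to it as targets of BMP signaling, and the ligand BMP7 and the decoy receptor BAMBI, both named after their values were seen, were 2.19- and 1.93-fold higher (adjusted p = 0.171 for each). Of 26 genes 21 were higher and 5 lower, with a median log2 fold change of 0.12 (camera, adjusted p = 8.64e-06; adjusted p = 0.314 with an estimated correlation), and 6 rose adjusted over the list alone. Among these are MSX1 and MSX2, which the study named from the same arrays, so for them this is not independent evidence. The median of the BMP pathway list was 0.19 without PBS replicate 3 and also without FGF2 replicate 1. The Wnt pathway list, which did not contain DKK4, was divided, with 23 genes higher, 24 lower and a median of -0.01 (adjusted p = 0.788). The Wnt-inactivating esterase NOTUM gave 0.69, the coreceptor LRP6 0.69 from a low PBS level of 3.89, the Wnt inhibitor APCDD1 0.21, RANBP3, a nuclear export factor for beta-catenin, 0.14, and the Wnt agonist RSPO3 -0.45. Adjusted over the list alone 4 Wnt genes rose and 3 fell.

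Skeletal muscle genes fell as a list, with 27 of 28 lower and 1 higher. Their median log2 fold change was -0.46 (camera, adjusted p = 9.17e-07; adjusted p = 0.432 with an estimated correlation), and the sarcomere genes TTN and TNNI1 gave -0.77 ± 0.454 and -0.76 ± 0.333 (SE). Genes of connective tissue and tendon matrix fell as well, with 27 of 31 lower, 4 higher and a median of -0.24 (camera, adjusted p = 8.64e-06; adjusted p = 0.470 with an estimated correlation). The collagen genes COL21A1, COL6A3, COL12A1 and COL6A1 were 2.16-, 2.02-, 1.51- and 1.51-fold lower, with adjusted p of 0.442, 0.498, 0.498 and 0.539. Genes of chondrogenesis, the formation of cartilage, had a median of -0.23, with 18 of 24 lower and 6 higher (camera, adjusted p = 0.043; adjusted p = 0.560 with an estimated correlation). The matrix genes EPYC and MATN1 gave -1.15 ± 0.879 and -1.09 ± 0.501 (SE), and with each array left out in turn -1.90 to -0.46 and -1.52 to -0.71. No member of these 3 lists passed adjusted over the list alone.

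These lists also differed between arrays of one group. The muscle level, the median over genes of the difference from the PBS mean, was 0.11, -0.19 and 0.06 in the PBS arrays and -0.57, -0.81 and -0.05 in the FGF2 arrays. The cartilage level was 0.25, -0.38 and 0.03 in PBS and -0.22, -0.37 and -0.002 in FGF2 arrays. Without PBS replicate 1 the median of the Connective tissue and tendon matrix list was -0.14, and without FGF2 replicate 3 that of the Skeletal muscle lineage was -0.69. The call of the Chondrogenesis list held in 9 of 18 alternatives and was lost without PBS replicate 1 (median -0.11, adjusted p = 0.551), PBS replicate 3 (median -0.20, adjusted p = 0.0798), FGF2 replicate 1 (median -0.17, adjusted p = 0.249) or FGF2 replicate 2 (median -0.16, adjusted p = 0.0672), while without PBS replicate 2 its median was -0.37. With array weights the muscle (adjusted p = 0.0722), connective tissue (adjusted p = 0.0698) and cartilage (adjusted p = 0.428) calls were lost.

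**Figure D2:**
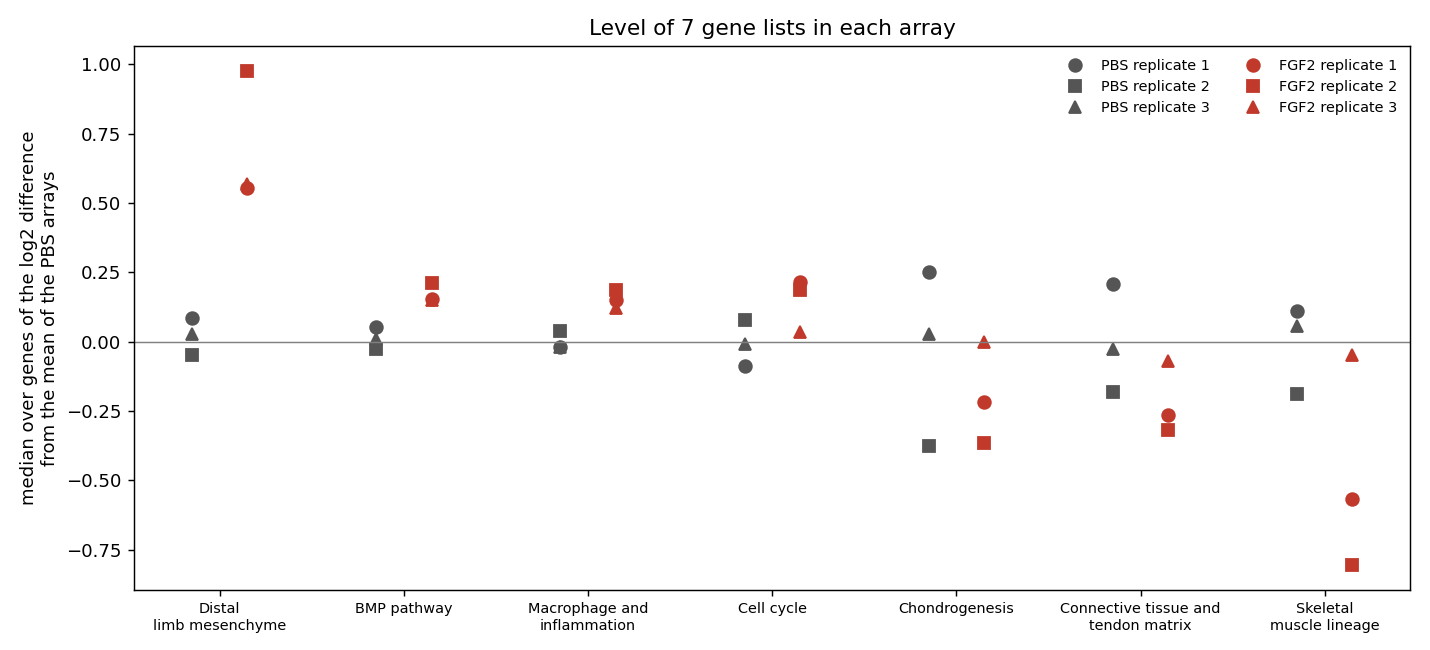
Level of 7 gene lists in each array, as the median over genes of the log2 difference from the mean of the PBS arrays (vertical axis), for PBS arrays (grey) and FGF2 arrays (red), with a marker shape per replicate number. The FGF2 arrays spread from -0.81 to -0.05 for skeletal muscle and from 0.55 to 0.98 for distal limb mesenchyme.

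Macrophage and inflammation genes rose as a list. AVD, an avidin gene induced in inflammation, was 73.3-fold higher (2.72 ± 0.489 against 8.91 ± 1.14, SD, n = 3; adjusted p = 0.140), and the complement gene C1QA was 9.38-fold higher (adjusted p = 0.304), both from PBS levels near background (2.72 and 2.62) at which the size of the fold is uncertain. Of 28 genes 18 were higher and 10 lower, with a median of 0.28 (camera, adjusted p = 5.86e-05; adjusted p = 0.432 with an estimated correlation). The median of the Macrophage and inflammation list was 0.15 without FGF2 replicate 3 and 0.18 without PBS replicate 2. Adjusted over the list alone 11 rose and none fell. Of the list, 14 members had a mean under 4, at which level values are close to background.

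Markers of the other cell types in the limb bud were not called by camera over all arrays. Endothelial genes had a median of -0.02 and a mean of 0.04 over 21 genes, and the direction of the test was up (9 higher, 12 lower; adjusted p = 0.694). The VEGF receptor KDR gave 0.55, with -0.04 to 0.39 in its other probe sets, and SOX7, a factor of vessel development, 0.28. Erythroid genes had a median of -0.02 over 12 genes (5 higher, 7 lower; adjusted p = 0.170), with -0.36 for the carbonic anhydrase CA2 and -0.15 for the heme enzyme FECH. Ectoderm and apical ridge genes had a median of 0.05 over 21 genes (14 higher, 7 lower; adjusted p = 0.169), with 1.17 for SP8, a ridge zinc finger factor, and 0.51 for EN1, a factor of the ventral ectoderm. The Limb ectoderm and apical ridge list was called without FGF2 replicate 1 (median 0.11, adjusted p = 0.0441), 1 of 18 alternatives. None of these 3 lists had a member past the threshold adjusted over the list alone. Nerve, Schwann and neural crest genes had a median of -0.03 over 20 genes (6 higher, 14 lower; camera, adjusted p = 0.147), and fry called them for changes in either direction (adjusted p = 0.00245). In that list STMN2, a microtubule regulator of growing neurons, was 5.44-fold higher (adjusted p = 0.147) and the endothelin receptor EDNRB gave -0.99. Adjusted over the list alone STMN2 was the 1 gene that rose and the adhesion molecule NCAM1 (-0.38), named after its values were seen, the 1 that fell.

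Cell cycle genes rose by a small amount. Of 32 genes 29 were higher and 3 lower, with a median log2 fold change of 0.16 (camera, adjusted p = 1.33e-06; adjusted p = 0.432 with an estimated correlation). Cyclin E1 (CCNE1) gave 0.48 and the kinetochore gene NDC80 0.35, and no member passed adjusted over the list alone. The cell cycle level was 0.21, 0.19 and 0.04 in the FGF2 arrays and -0.09, 0.08 and -0.01 in the PBS arrays, and the median of the list was 0.09 without PBS replicate 1. Ribosome biogenesis genes had a median of 0.04, with 20 of 29 higher and 9 lower (camera, adjusted p = 0.043; adjusted p = 0.432 with an estimated correlation), and this call held in 5 of 18 alternatives. It was lost, among others, by fry (adjusted p = 0.242), without the dim probe sets (adjusted p = 0.215), and without PBS replicate 1 (median 0.02, adjusted p = 0.146), FGF2 replicate 1 (adjusted p = 0.112) or FGF2 replicate 2 (adjusted p = 0.0672), and the median was 0.09 without PBS replicate 3. In that list MYC, a growth-promoting transcription factor, gave -0.20 and AMD1, an enzyme of polyamine synthesis, 0.19. Over all probe sets the median was 0.049 at means of 6 to 8, 0.045 at 8 to 10, 0.026 at 10 to 12 and 0.005 at 12 to 17. The ribosome biogenesis median of 0.04 lay within the range of these medians but above those at means of 10 to 12 and 12 to 17. The cell cycle median of 0.16 lay above all of them. Neither list was compared with probe sets matched to it in brightness.

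Stress and cell death genes had a median of 0.06 over 24 genes (17 higher, 7 lower; adjusted p = 0.0859), with 0.51 for MDM2, whose other bright probe set gave -0.07, and 0.43 for HMOX1. Camera called the Stress and cell death list in 4 of 18 alternatives, with adjusted p down to 0.00341, among them the fits without PBS replicate 2 (median 0.10, adjusted p = 0.0383) and without FGF2 replicate 1 (median 0.09, adjusted p = 0.0284). The lowest median of this list with 1 array left out was 0.03. Aminoacyl-tRNA synthetases had a median of 0.03 over 17 genes (12 higher, 5 lower; adjusted p = 0.170), with 0.14 for IARS and -0.14 for CARS. W-linked genes, which in birds are carried by females, were higher in 6 of 6 cases, with a median of 0.22 (adjusted p = 0.053), 0.51 for UBE2R2L and 0.42 for LOC374195. This list passed the threshold in 7 of 18 alternatives, with adjusted p down to 0.0117, among them the fits without PBS replicate 2 (median 0.32, adjusted p = 0.0186) and PBS replicate 3 (median 0.31, adjusted p = 0.0267). Its median fell to 0.08 at the lowest with each array left out in turn. The level of the W-linked genes was -0.31, 0.22 and 0.15 in the PBS arrays and 0.25, 0.45 and 0.15 in the FGF2 arrays. None of these lists, nor ribosome biogenesis, had a member past the threshold adjusted over the list alone.

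The genes that the study names for this time point rose as a list, which is not independent evidence because they were chosen on these arrays. Of 35 measured genes 23 were higher and 12 lower, with a median log2 fold change of 0.27 (camera, adjusted p = 0.000228; adjusted p = 0.314 with an estimated correlation). Adjusted over the list alone 19 rose and 10 fell, again not independent evidence. Members not described above were SNAI2, a factor of epithelial-mesenchymal transition (0.89), the metalloproteinase MMP17 (0.51), the glycosyltransferase MGAT4B (0.17) and TUSC3, a subunit of oligosaccharyltransferase (-0.34).

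**Figure D3:**
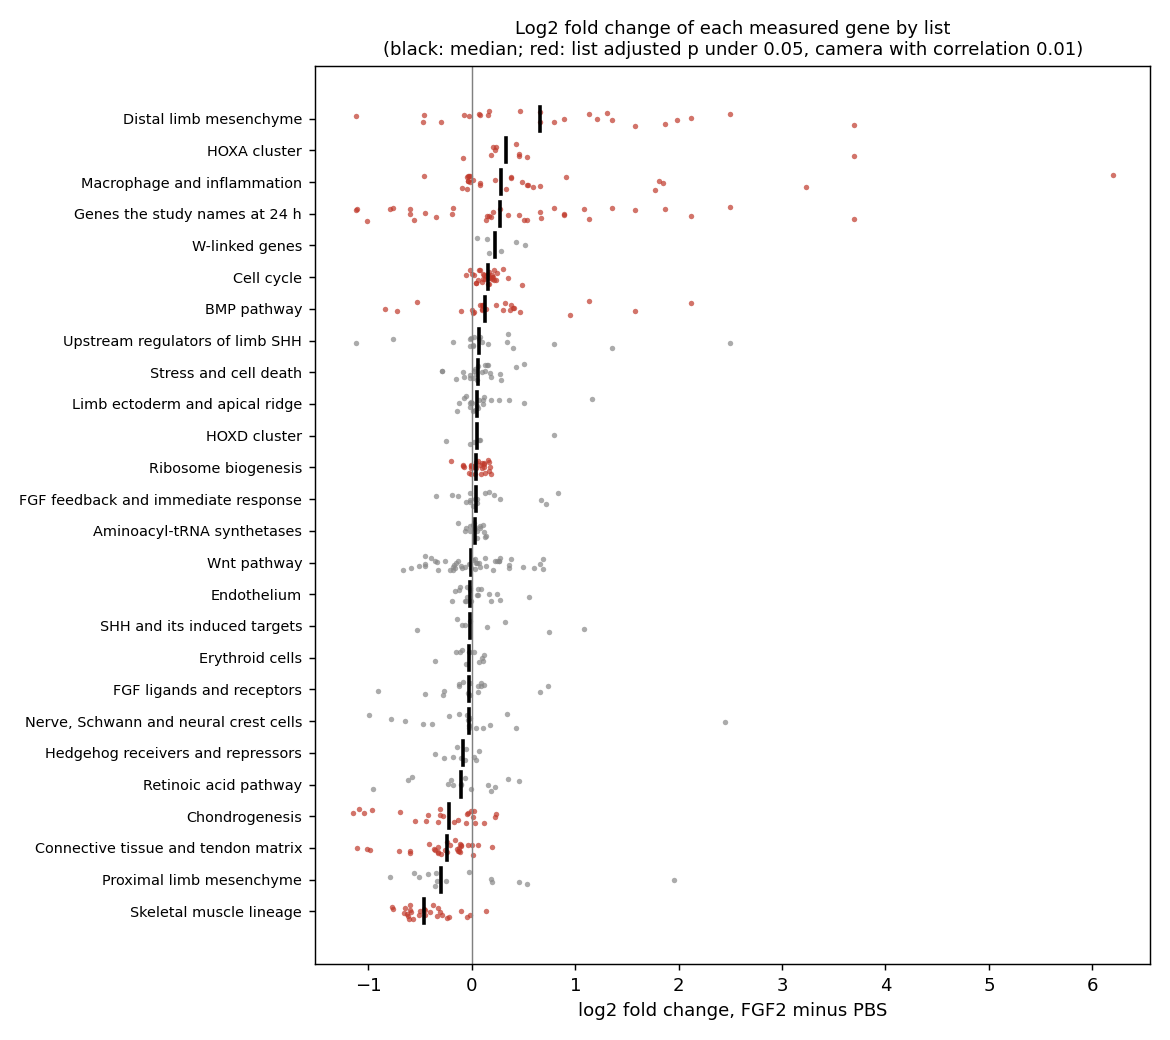
Log2 fold change, FGF2 minus PBS, of each measured gene (points, horizontal axis) in 26 gene lists (vertical axis), with the median of each list in black and lists with a camera adjusted p under 0.05 at a preset correlation of 0.01 in red. Of the 10 lists in red, 7 rose and 3 fell, and none was called when the correlation was estimated.

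Across the 26 lists, 10 were called with the preset correlation, 7 of them higher and 3 lower, and 0 with a correlation estimated per list. The rotation test fry, which asks whether the genes of a list move one way on balance and does not compare them with other genes, called 5 lists at an adjusted p under 0.05. These were the distal limb mesenchyme (adjusted p = 0.0324), the HOXA cluster (adjusted p = 0.0328), the BMP pathway, macrophage and inflammation genes and the genes the study names (adjusted p = 0.0324 for each). For changes in either direction fry called 12 lists, with adjusted p of 0.000722 to 0.0179. Beside those 5 they were FGF feedback and immediate response, FGF ligands and receptors, SHH and its induced targets, the upstream regulators of limb SHH, the proximal limb mesenchyme, the Wnt pathway and the nerve, Schwann and neural crest list.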

Values the study reported

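The study reported 3434 targets that differed after 24 h of FGF at a p under 0.05. It counted SHH separately from 2152 other targets that were higher, with 1281 lower. It gave fold increases of 2.1 for SHH, 5.6 for LHX2, 13.0 for HOXA13, 1.7 for HOXD13, 2.2 for DLX5, 3.6 for DLX6, 4.4 for MSX1 and 3.0 for MSX2. For EMX2 and MEIS2 it gave decreases of 1.7- and 1.5-fold, and for ALX4 a decrease of 1.7-fold. PTCH1 was given as 1.8-fold higher and ETV5 as 1.1-fold higher. Beside the arrays, the study reported RT-qPCR and in situ hybridization after 24 h, with SHH higher and EMX2 lower around FGF beads by both. It also reported changes of distally restricted transcription factors by in situ hybridization.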

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

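Cyclic loess, the fit without PBS replicate 2 and FGF2 replicate 3 and the distal list without the genes the study names were chosen after the results were seen; all others were planned. The number of arrays and, for genes such as SHH, the small distance of the signal from background limit these values. The pair of arrays was left out because of the LHX9 and muscle values seen, which leaves 2 against 2. Of 1492 values of 94 named genes under the alternatives, 1391 kept direction and side of the threshold, 4 were no longer past it, 91 came past it and 6 reversed. Of 469 values of the 26 lists the numbers were 401, 36, 24 and 8. SHH was past an adjusted p of 0.05 under none of 15 alternatives, with log2 fold changes of 0.57 to 1.33 and adjusted p of 0.186 to 0.703, and had no value when dim probe sets were left out, because it is one of them.

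The count of changed probe sets (4, with 3 higher and 1 lower) became 3433 (2152 higher, 1281 lower) at an unadjusted p under 0.05, and that of changed genes 1611. At an adjusted p under 0.01 it was 1 (1 higher, 0 lower). With each array left out in turn changed probe sets ranged from 0 to 3, higher ones from 0 to 3, lower ones were 0 in each case and changed genes ranged from 0 to 2. Without PBS replicate 2 and FGF2 replicate 3 together the counts were 0, 0 higher, 0 lower and 0 genes, against 4514 probe sets at an unadjusted p under 0.05 in the same limma fit. Quantile normalization again gave 7 probe sets, 3 of them lower, and 2 genes. Median centring gave 5 higher and 3 genes. Leaving out dim probe sets gave 40 (37 higher, 3 lower) and 23 genes, where fewer probe sets are tested. The variance trend with robust fitting gave 39 (36 higher, 3 lower) and 23 genes. Array weights gave 2256 (1610 higher, 646 lower) and 1024 genes, with weights from 0.275 (FGF2 replicate 1) to 8.45 (FGF2 replicate 3) and an estimation that stopped early. Without probe sets that can match several transcripts 2 were lower and 3 genes changed, and the mean of a gene's probe sets gave 7 genes. The cause of these differences was not tested, apart from the dim probe sets.

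With the replicate block 1 probe set changed (1 higher, 0 lower). The numbers mark no known pairs: deviations of arrays with the same number correlated at -0.246, -0.002 and -0.181 across probe sets, and no array correlated best with its own number. The highest value was 0.332, for PBS replicate 1 and FGF2 replicate 3. Next came 0.209 for PBS replicate 2 and FGF2 replicate 1, and 0.172 for PBS replicate 3 and FGF2 replicate 2. These combinations share no array, so pools may be paired under unlike numbers. The replicate block used equal numbers and cannot test that, and no block on these combinations was fitted. Which pools were made on the same day is not given in the sources used here, and the main fit has no term for day. With the block the ribosome biogenesis call was lost (adjusted p = 0.0841) and W-linked genes were called (adjusted p = 0.0117).

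An estimated correlation called 0 lists and fry 5. Genes whose sign and lists whose camera direction reversed were these: ETV5 at 0.0072 with the mean of its probe sets; PTCH1 at -0.22 without PBS replicate 2 and FGF2 replicate 3, and from -0.052 to 0.41 with each array left out; MYC at 0.11 with array weights; BHLHE22 at -0.0285 without probe sets that can match several transcripts, where its other, dim probe set stands in. The HOXD cluster had a median of -0.034 without both arrays and -0.020 to 0.10 with each left out. The Wnt pathway had 0.013 with array weights and -0.040 to -0.0062 with each left out. Endothelium had -0.012 without both arrays and -0.016 to 0.012 with each left out. The medians of some lists with an unturned camera direction changed sign too, among them FGF ligands and receptors (up to 0.060), SHH and its induced targets (up to 0.15), erythroid cells (up to 0.025) and limb ectoderm and apical ridge (down to -0.007). The cause was not tested.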

Other observations

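The tests of macrophages, background, dissection, muscle tissue and dim probe sets were chosen only after the results were seen, as were the genes named in the next paragraph, and cyclic loess was added after seeing the data; what the splits of the arrays and the test of a shift with brightness would show was set down before their results were seen.

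Several genes passed an adjusted p of 0.05 both without the dim probe sets and with the variance trend, most of them not in the fit of all probe sets. In all, 32 probe sets passed both, 30 higher and 2 lower, with 21 named genes, and those of DKK4, GALNT9 and MADD among them had passed in the fit of all probe sets too. BHLHE22, a basic helix-loop-helix factor of neurons, was 6.15-fold higher (adjusted p = 0.0532 in the fit of all probe sets), but its other probe set, a dim one, gave -0.03. GPC3, a glypican that modulates growth factor signals, was 4.69-fold higher (adjusted p = 0.120), the NADPH oxidase NOX3 7.35-fold (adjusted p = 0.147) and the potassium channel subunit KCNG1 3.44-fold (adjusted p = 0.163), but the other probe set of KCNG1 gave a log2 fold change of 0.32 where this one gave 1.78. ADRA2A, an adrenergic receptor, was 2.45-fold lower (adjusted p = 0.171). BLB1, a class II histocompatibility chain, was 2.28-fold higher (adjusted p = 0.102), and CD74, the invariant chain that accompanies it, 1.51-fold (adjusted p = 0.0532).

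The first pattern is the rise of macrophage and complement genes, whose members well above background would not move one way if it came only from values near background. The 12 members with a PBS mean over 4 had a median log2 fold change of 0.562, with 11 higher and 1 lower. The rotation test fry gave p = 0.00134 for them, which argues against that, although an exact permutation of these arrays cannot give a p under 0.1. If there were simply more macrophages, their genes would rise by about the same amount, but C1QB (1.77) and C1QC (1.85) were higher by 1.191 ± 0.228 (SE) more in the mean than CSF1R (0.53), LAPTM5, SPI1 and CTSS. Other cells may add to the PBS level of the less raised genes, so a larger share of macrophages and a change within macrophages, or a direct effect of FGF2, cannot be told apart.

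The second pattern is the lower muscle and cartilage genes. Arrays of one group differed by as much as 0.758 in the muscle level among the FGF2 arrays, more than the difference of 0.466 between the group means. Uneven dissection of the pieces would give such a spread, but the spread alone does not show it. The PBS arrays lay closer together, from -0.188 to 0.109, and the cartilage level was not compared in this way. Whether there was less muscle tissue in the pieces was not settled: the SD of the changes over muscle genes, 0.229, lay under their median SE of 0.246, but the SE also holds variation between arrays that all muscle genes share, so this decides nothing. An effect of FGF2 on muscle or cartilage differentiation stays open and was not tested.

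The third pattern is the many unadjusted and few adjusted calls. Leaving out the dim probe sets, which vary little between arrays, gave 40 changed probe sets against 4, raised the prior degrees of freedom of limma from 1.34 to 2.66 and lowered the number of tests from 38439 to 19219, and the variance trend with robust fitting gave 39 over all 38439 at a prior of 4.43, so the spread of dim probe sets in the variance prior may account for part of the low count, with the share due to fewer tests not separated. For the surplus of higher calls, a shift that depends on brightness was tested with cyclic loess, after which 56.3% of the unadjusted calls were higher. By the bound set beforehand, 55%, this would exclude such a shift, since it lies above it by more than its SE of 0.902, taken over probe sets that are not independent. But that bound rested on cyclic loess alone, and quantile normalization again gave 48.9%. That the quantile value must also lie above the bound was required only after 56.3% was seen. In the values as used, the median log2 fold change over all probe sets was -0.057 at means of 3 to 4. It was 0.049 at means of 6 to 8 and 0.005 at 12 to 17. The groups thus did differ with brightness, and how much of the surplus this accounts for is left open.

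The 6 arrays make 10 splits into groups of 3, too few for a share under 0.05. The real split was the 1 split with as many changed probe sets (4, highest other 0), as many probe sets at an unadjusted p under 0.05 (3433, highest other 2798) and as many called lists (10, highest other 9).

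For PTCH1 the fold here was 1.11, and its second probe set gave a log2 fold change of 0.55. The fold is lower than the value quoted from the study above. ETV5 was 1.14-fold lower here by its brightest probe set, while another bright one gave a log2 fold change of 0.18. The direction of the first is opposite to that quoted from the study above, and that of the other is the same.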
